A study of Mus musculus with 2 samples. Its data were reported in "Mesenchymal WNT signaling coordinates epithelial and mesenchymal differentiation in the developing murine ureter" (2026).

How the data were processed

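Ureters of wildtype NMRI mouse embryos at E12.5 had been cultured as explants for 18 h, either with 10 µM BIO or with its solvent DMSO at 2 parts per 1000 parts of medium. BIO (6-bromoindirubin-3-oxime) is an inhibitor of the kinase GSK3 and is used to activate canonical WNT signaling. Total RNA was labeled with AlexaFluor555, read in the green channel, or AlexaFluor647, read in the red channel, and each array received control RNA in one channel and BIO RNA in the other. There were 2 such arrays. In replicate 1 the BIO RNA was red, and in replicate 2 the dyes were exchanged, so that the BIO RNA was green. The labels number both the control and the BIO RNA of each array, and the study's methods describe separate pools of ureters, so each array was taken as 1 biological replicate. A single comparison was made, BIO against control within each array.

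Per the file headers, the authors scanned Agilent 2-color arrays and quantified them with Agilent's Feature Extraction software. The headers show a design on which every biological probe is spotted 4 times, and the probes are 60 bases long. Per array there were 174979 spots, of which 157716 were biological, 17214 were negative controls and 49 were positive controls. The deposited scanner tables give mean spot intensities and median local background intensities, which the authors left without background correction or normalization. They also give processed signal intensities, which Feature Extraction had background-subtracted, detrended and dye-normalized within the array by a linear and LOWESS step. The authors deposited a further table with 1 score per probe and array, rounded to 1 decimal. Its making is not stated. Set against the scanner values, the score follows a signed fold change of BIO over control, meaning the ratio of processed signals where BIO is higher and the negative inverse where control is higher. Its direction and linear scale were settled in this way for both arrays, while its exact centering remains unknown, and the median of the column was 1 for both arrays. No column of per-sample values was left unused in that table.

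All computations used limma 3.58.1 in R 4.3.3. Mean intensities were corrected with the local background by the normexp method with an offset of 50, and the log2 ratios were normalized within each array by loess, in which control spots and spots marked by Feature Extraction as outliers had weight 0. Control spots and these outliers were then left out. The outliers made up 3.49% of the spots of replicate 1 and 3.16% of those of replicate 2, and 0 spots were saturated. The remaining spots of a probe were averaged. A probe counted as well above background in a channel when more than a share of 0.5 of its remaining spots had been marked so by Feature Extraction. Probes were tested when they were well above background in the control channel of both arrays or in the BIO channel of both arrays, which held for 28824 probes. On the whole array 16 probes had no spot left on at least 1 array and gave no ratio. A fold change against a group that was not well above background on any array would only be a bound. No gene printed here with a ratio rests on such a probe, except 1 further probe of Trp63, for which the bound is given.

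The ratio of the dye-swapped array was turned, so that each log2 ratio is BIO over control, and the 2 ratios of each probe were tested against 0 with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over the 28824 probes at 0.05. A term for the dye would have left no residual degree of freedom. The prior had 7.14 degrees of freedom and an SD of 0.163. With 2 arrays the number of arrays limits the precision, and the median standard error of a log2 ratio was 0.111. The offset of 50 pulls the ratios of dim probes toward 0. For comparison, the intensity and fold-change rule that the study states for its other arrays was applied to the processed signals. These were averaged over the spots, raised to a floor of 15 and centered on the median of each array. A gene passed when its ratio was at least 2-fold in the same direction on both arrays and its brighter channel was at least 100 on both. The rule has no test. Both arrays lay on 1 slide and were scanned together, so slide and scan could not act as a batch.

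Probes were named through a table of RefSeq genes of assembly GRCm38.p6, which was used for names only. Of 39429 probes, 28328 matched through their accession, 3400 through their symbol and 243 through a synonym, and 7458 kept the name in the file. Coordinates are those of the probes in the file headers' build, mm9 (NCBI37). Of 29875 genes by name, each was represented by its probe with the highest mean log2 intensity, and 21574 of them were tested. Among 5639 genes with more than 1 tested probe, 970 had more than 1 changed probe, and in 7 of these the changed probes differed in direction.

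Before the data were examined, the tests, the alternatives, the rule for naming genes and 18 gene lists were fixed. The genes named are the 10 with the largest rise and the 10 with the largest fall in mean log2 ratio among those with an adjusted p below 0.05 that also passed the intensity and fold-change rule and have a symbol in the name table, and in addition any member of the lists. Not every list member's value is reported here. The lists drawn from the study's text comprise transcription factor genes lost (or reduced) and gained in ureters with mesenchymal loss of Ctnnb1 (Ctnnb1-cKO), signaling genes gained and lost in them, the SHH-FOXF1-BMP4 axis, retinoic acid responsive genes and the RT-qPCR reference genes. The Ctnnb1-cKO lists were chosen by the study on other samples and hold only the genes that its text names, which are part of its full lists. The lists from general knowledge comprise WNT target genes, aryl hydrocarbon receptor (AHR) targets, cell cycle genes, p53 targets, integrated stress response genes, markers of epithelium, mesenchyme, endothelium and kidney mesenchyme, Y-chromosomal genes and the X inactivation transcript Xist. Lists with at least 5 tested members were tested with camera at a preset correlation between genes of 0.01, two-sided, and with fry, each with Benjamini-Hochberg adjustment over the 15 lists. After the results were seen, 8 lists were added, 6 of which were tested in the same way with adjustment over these 6. They comprise further endothelial markers, macrophage and leukocyte markers, red blood cell markers, neural markers, and further genes of S phase and of G2 and M phase, and none of their genes is in an earlier list. The other 2 are the epithelial and the mesenchymal members of the lost transcription factor list.

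The procedure was tested on simulated data for BIO against control with the 28824 probes, of which 200 were changed, besides the shifted list below. As many of the 200 rose as fell, and the noise was independent between probes. In the real data 5154 of 21574 genes were called, 3184 of them as fallen. The simulation therefore does not show how normalization, false calls or camera behave at so many, uneven and correlated changes. It recovered 100% of the probes changed 4-fold and 86% of those changed 2-fold. Of 192 calls, 5 were false, a share of 2.60%. The fitted log2 ratio averaged 1.70 where the true one was 2 and 0.91 where it was 1. A simulated list of 20 shifted genes was called with a camera p of 1.36e-23, and the p of an unshifted one was 0.779.

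The alternatives were the processed signals, no background correction, median centering in place of loess, scale normalization between arrays, 2 other filters on dim probes, an offset of 16, eBayes with an intensity trend and robust eBayes, the median over spots, the mean of all kept probes of a gene, probes in place of genes, the deposited score table, an analysis of separate channels, other minima and no floor or centering for the rule, and each array alone. Their effect is given in the closing section. LiCl-treated explants and Ctnnb1-cKO ureters of the same study were not analyzed here. Figures were drawn with matplotlib 3.10.9.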

Results

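To find out how activation of WNT signaling acts on the early ureter, RNA of E12.5 ureter explants cultured for 18 h with the GSK3 inhibitor BIO was compared with RNA of explants cultured with DMSO. The data comprise 2 arrays with 2 channels each, 1 channel for BIO and 1 for control, with the dyes exchanged between the arrays. In replicate 1, 80.9% of the biological spots were well above background in the control channel and 70.1% in the BIO channel. In replicate 2 these shares were 73.7% and 78.1%. The channel in green had the higher share on both arrays. The median mean intensity was 603 for control and 369 for BIO in replicate 1, and 469 and 411 in replicate 2. The median local background was 27 in the green channel of both arrays, and in the red channel it was 60 in replicate 1 and 59 in replicate 2.

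The first comparison asked whether both arrays changed in the same direction once the dye-swapped array was turned. Across the probes tested, the log2 ratios of the 2 arrays had a Pearson correlation of 0.801 and a Spearman correlation of 0.678. These are correlations across genes, which are not independent replicates. The largest move under an alternative was to a Pearson correlation of 0.713, with median centering in place of loess. The median spread between the spots of a probe was 0.0717 (SD, log2) in replicate 1 and 0.0755 in replicate 2, and the median difference between the arrays was 0.162. With the sign of the swapped array left unturned, 0 genes passed the limma test and 0 passed the intensity and fold-change rule.

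Of 21574 genes tested, 5154 changed with BIO at an adjusted p below 0.05 (limma, n = 2 arrays). Of these, 1970 rose and 3184 fell, and all 5154 had the same sign on both arrays. The smallest adjusted p was 7.71e-06. The median size of the log2 ratio of the changed genes was 0.57 and the smallest was 0.35. At an unadjusted p below 0.05 there were 7919 genes. The count moved most with the processed signals, which gave 1923 genes. The intensity and fold-change rule was passed by 665 genes, of which 225 were higher and 440 lower with BIO. All 665 were also among the genes changed in the limma test. A minimum of 1.5-fold in place of 2-fold moved this count most in number of genes, to 1775, and a minimum of 3-fold gave 195.

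The largest rises among the genes named by the fixed rule were those of Tnfrsf19, Mybpc1, Sp5, Htra1, Nr1h5, Cdkn2b, Cyp1a1, Wnt6, Gm15056 and Axin2, with mean log2 ratios from 2.15 to 3.21. The probe of Tnfrsf19 (NM_013869) lies on chromosome 14 at 61582873 to 61582932 (mm9). Its log2 ratio was 3.26 in replicate 1 and 3.15 in replicate 2, with a mean of 3.21 ± 0.11 (SE, n = 2) and an adjusted p of 1.42e-05 (limma). The WNT feedback gene Axin2 (NM_015732, chromosome 11, 108812034 to 108812093) rose by 2.15 ± 0.12 (SE), with 2.27 and 2.03 on the 2 arrays and an adjusted p of 3.41e-05. A second, dimmer probe of Axin2 rose by 1.13. Wnt6 rose by 2.32 ± 0.12 and Sp5 by 2.80 ± 0.12. The probes of Gm3289 and Notumos rose by 3.15 and 3.02 but fell outside the rule, since their names are not in the name table, and they are named here after their values were seen. Among the named genes the log2 ratio of Gm15056 moved most under an alternative, from 2.20 to 3.31 with the processed signals, and its control signals were 17.0 and 18.3 only.

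The largest falls were those of Fabp4, Apela, Foxq1, Ugt2b34, Gimap4, Tm4sf1, Sox7, Scin, Ctla2a and Kdr, with mean log2 ratios from -4.18 to -2.63. The probe of Fabp4 (NM_024406) lies on chromosome 3 at 10204452 to 10204511. Its processed signal was 3255 in control and 143 with BIO in replicate 1, and 3707 and 208 in replicate 2. The log2 ratio was -4.30 and -4.07 on the 2 arrays, with a mean of -4.18 ± 0.12 (SE, n = 2) and an adjusted p of 7.71e-06. The transcription factor gene Foxq1 (NM_008239, chromosome 13, 31652206 to 31652265) fell by 3.46 ± 0.16 (SE), with an adjusted p of 3.08e-05. Kdr fell by 2.63 ± 0.20 at its brightest probe and by 0.94 at a second, dimmer probe. All 20 named genes had the same sign on both arrays and an adjusted p between 7.71e-06 and 0.000240. Gm15056, Gimap4, Ugt2b34 and Ctla2a belong to multigene families, and whether their probes also bind related transcripts was not tested.

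**Figure D1:**
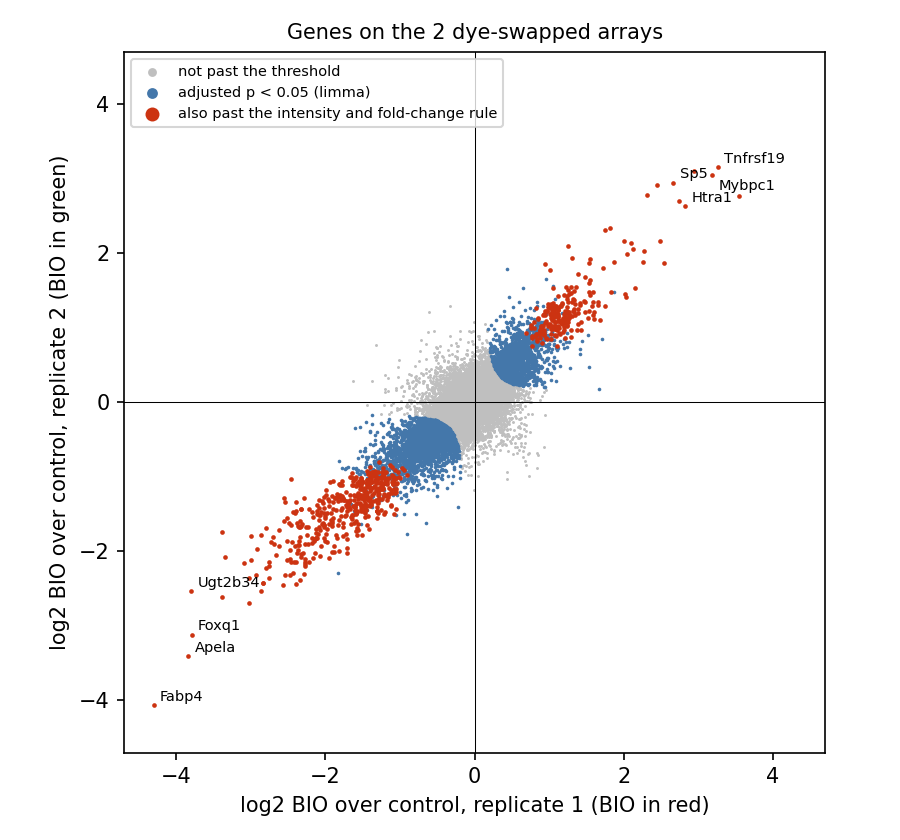
Log2 ratio of BIO over control of each of the 21574 genes tested in replicate 1 (horizontal axis) against replicate 2 (vertical axis), with genes past the limma threshold in blue, those also past the intensity and fold-change rule in red, and the 4 strongest named genes of each direction labeled. The 665 red genes lie in the quadrants in which both arrays have the same sign.

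The next comparison asked whether BIO raised targets of canonical WNT signaling. Of 12 target genes, all tested, 11 rose and 1 fell at an adjusted p below 0.05, both over all genes tested and adjusted over the list alone. The median log2 ratio was 1.08, with 1.22 in replicate 1 and 1.02 in replicate 2. It moved most with the array of replicate 1 alone, to 1.22. The list was called as risen by camera (adjusted p 1.02e-10), and its fry adjusted p was 0.130. Rises ranged from 0.53 for Znrf3 to 2.80 for Sp5, with 2.09 for Lgr5, 1.38 for Tcf7, 1.32 for Nkd1 and 1.07 for Lef1. Dkk1 was the exception and fell by 0.53 (SE 0.11, adjusted p 0.00988). By the intensity and fold-change rule, 6 of the 12 genes were higher. Of the list, 5 genes are also in other lists.

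A further comparison asked how transcription factor genes lost or reduced in Ctnnb1-cKO ureters, called lost below, respond to BIO. The list holds only the genes for which the study's text describes a loss or, as for Foxq1 and Foxa1, a reduction by in situ hybridization, and its array list of reduced genes is longer. Of the 24 genes, all tested, 7 fell and 6 rose with BIO at an adjusted p below 0.05, with the same numbers adjusted over the list alone. The count of falls moved most with the deposited score table, to 2. Foxq1, Foxa1 and Pparg fell most. Foxa1 (NM_008259, chromosome 12, 58641764 to 58641823) fell by 2.17 ± 0.19 (SE, n = 2), with -2.62 and -1.72 on the 2 arrays and an adjusted p of 0.000211. Pparg (NM_011146, chromosome 6, 115440213 to 115440272) fell by 1.54 ± 0.15, with -1.84 and -1.23 on the 2 arrays and an adjusted p of 0.000333. Only these 3 of the list were at least 2-fold lower on both arrays by the intensity and fold-change rule at their brightest probe. The other falls were those of Gata2, Hopx, Zeb2 and Gata6, between -0.69 and -0.39. Lef1 rose by 1.07, Grhl3 by 1.05, Msx2 by 0.84, Trps1 by 0.58, Pou3f1 by 0.52 and Tcf12 by 0.36, and Lef1 and Grhl3 were also higher by the rule. The falls of Zeb2 and Gata6 and the rise of Tcf12, with adjusted p values of 0.0314, 0.0420 and 0.0452, lay close to the threshold. The list as a whole had a median of -0.10, with -0.15 in replicate 1 and 0.03 in replicate 2, and was not called (camera adjusted p 0.775).

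The remaining 11 transcription factor genes of the list were not called as changed. Among them, Foxf1 and Sox9 had opposite signs on the 2 arrays. Foxf1 was at -0.80 in replicate 1 and 0.48 in replicate 2, and Sox9 at -0.80 and 0.34. The brightest probe of Trp63 (NM_001127261, chromosome 16, 25871159 to 25871218) did not change, with 0.05 and -0.15 on the 2 arrays and an adjusted p of 0.799. Other probes of Trp63 did. The probe at 25892012 to 25892071 fell by 1.98 ± 0.13 (SE), from processed signals of 130 and 147 in control to 15 and 22.7 with BIO, where it was well above background on 1 of the 2 arrays. This probe passes the intensity and fold-change rule but is not the one that represents Trp63. A probe at 25821344 to 25821403 fell by 0.79 at processed signals of 61.7 and 56.0 in control. A further dim probe was not well above background with BIO, and the bound computed for it was at least 1.22-fold lower. Its processed signals do not bear out this bound. They were at the floor of 15 in both channels of replicate 1, and 20.3 in control against 15 with BIO in replicate 2.

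**Figure D2:**
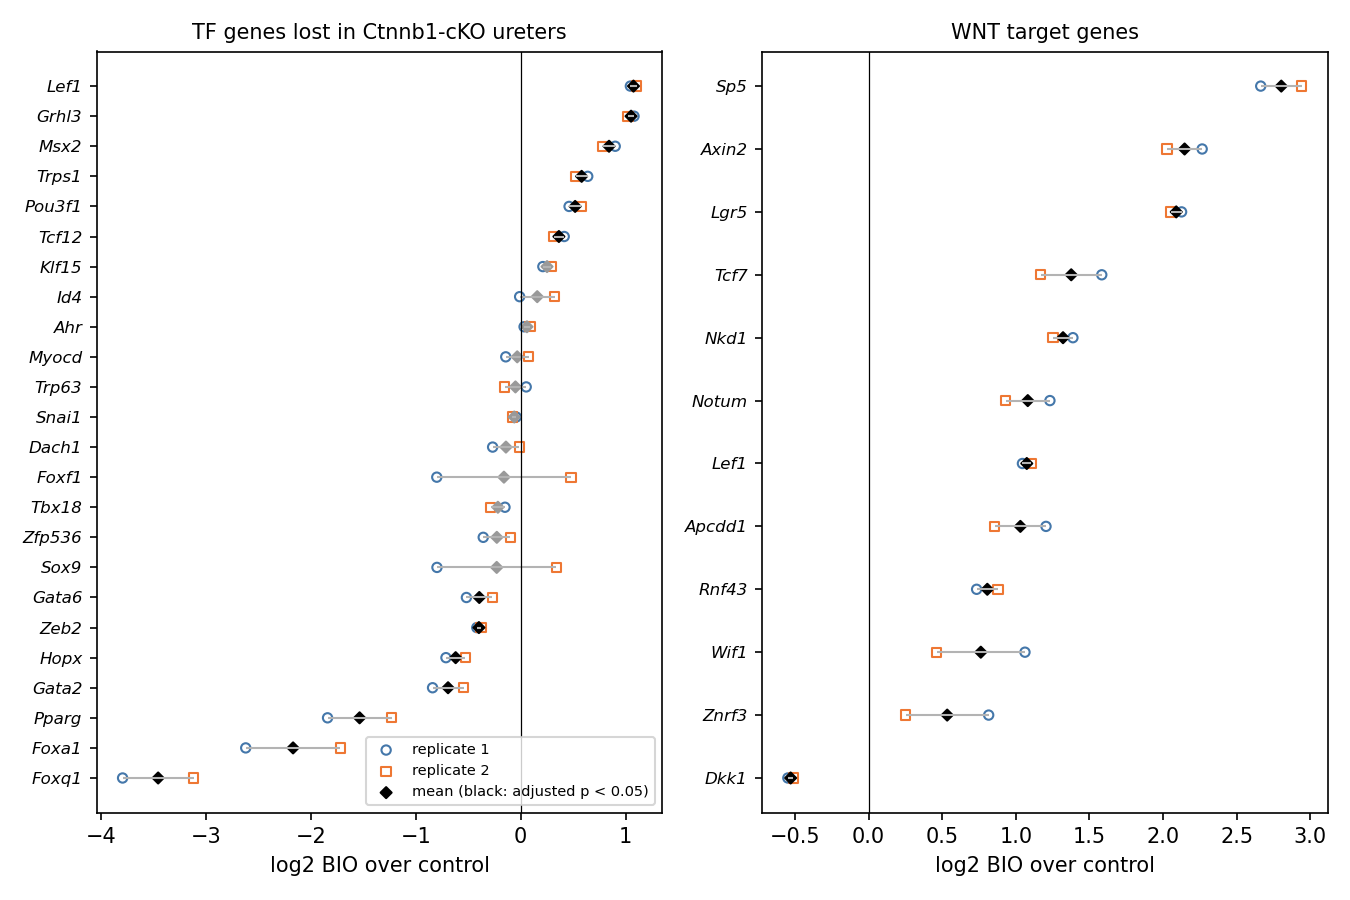
Log2 ratio of BIO over control (horizontal axis) of the 24 transcription factor genes lost in Ctnnb1-cKO ureters (left) and of 12 WNT target genes (right), with open circles for replicate 1, open squares for replicate 2 and diamonds for their mean, black where the limma adjusted p was below 0.05. On the left 7 genes fell and 6 rose past the threshold, and on the right 11 rose and Dkk1 fell.

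The other lists of genes that change in Ctnnb1-cKO ureters hold only the members named in the study's text. None of these partial lists was called by camera, which leaves open how the full sets behave. Of 14 transcription factor genes gained there, 4 rose and 4 fell with BIO, and adjusted over the list alone the counts were also 4 and 4. The median was 0.02 and the camera adjusted p 0.603. Of 20 signaling genes gained there, 7 rose and 7 fell, or 8 and 7 adjusted over the list alone, with a median of 0.04 and an adjusted p of 0.169. Their mean was 0.36, and by the intensity and fold-change rule 6 were higher and 1 was lower. Tnfrsf19 rose by 3.21, Wnt6 by 2.32, Lgr5 by 2.09 and Aldh1a3 by 1.73, whereas Ret fell by 1.46 and Rspo3 by 1.12. Of 13 signaling genes lost there, 3 rose and 5 fell, and 3 and 5 adjusted over the list alone. Their median was 0.01, while their mean was -0.14 and camera pointed down (adjusted p 0.915). The medians of these 3 lists were slightly below 0 with median centering in place of loess. In the SHH-FOXF1-BMP4 axis, 3 of 12 genes fell, also adjusted over the list alone, and none rose. They were Bmp4 with -0.51, Shh with -0.43 and Gata6 with -0.39. None of these 3 calls held with the processed signals (limma adjusted p from 0.0602 to 0.103). Their ratios there were -0.55, -0.39 and -0.36, so the lost calls do not reflect much smaller ratios. Even Fabp4 had a limma adjusted p of only 0.0354 with these signals. None held with median centering in place of loess either (from 0.0624 to 0.696), where the ratios were -0.22, -0.57 and -0.22. The list had a median of -0.28 and was not called (adjusted p 0.169). Of 7 tested retinoic acid responsive genes, Ecm1, Cyp26b1 and Cyp26a1 fell and Stra6 rose, with the same counts adjusted over the list alone, a median of -0.18 and an adjusted p of 0.388.

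Camera called 6 of the 15 lists, and the WNT target list is 1 of them. With fry in place of camera, the alternative that moved this count most, only the cell cycle list was called. Of 26 cell cycle genes, 25 rose at an adjusted p below 0.05, and 26 rose when adjusted over the list alone. The median log2 ratio was 0.93, with 0.93 in replicate 1 and 0.94 in replicate 2 (camera adjusted p 4.22e-21, fry adjusted p 0.0303). Mki67 rose by 1.06 and Top2a by 1.22. All 8 endothelial markers fell, by both adjustments, with a median of -2.07 (adjusted p 2.57e-10), and all 8 were lower by the intensity and fold-change rule. Of 12 mesenchymal markers, 11 fell and none rose, by both adjustments, with a median of -0.76 (adjusted p 4.48e-08), from -2.17 for Pdgfrb to -0.22 for Tbx18, which was not called. Of 12 epithelial markers, 5 fell and none rose, by both adjustments, with a median of -0.24 (adjusted p 0.00274). Krt19 fell by 1.24 and Cdh1 by 1.04, and Epcam was at 0.02. Of 7 tested AHR target genes, Cyp1a1, Cyp1b1, Ahrr and Tiparp rose, by both adjustments, and the median was 1.58 (adjusted p 1.06e-05). Cyp1a1 (NM_009992, chromosome 9, 57551535 to 57551594) rose by 2.55 ± 0.13 (SE, n = 2), with an adjusted p of 3.24e-05. Nqo1, Aldh3a1 and Ugt1a6a were not called. The signs of these 6 medians were the same with each of the other scalings that was run.

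**Figure D3:**
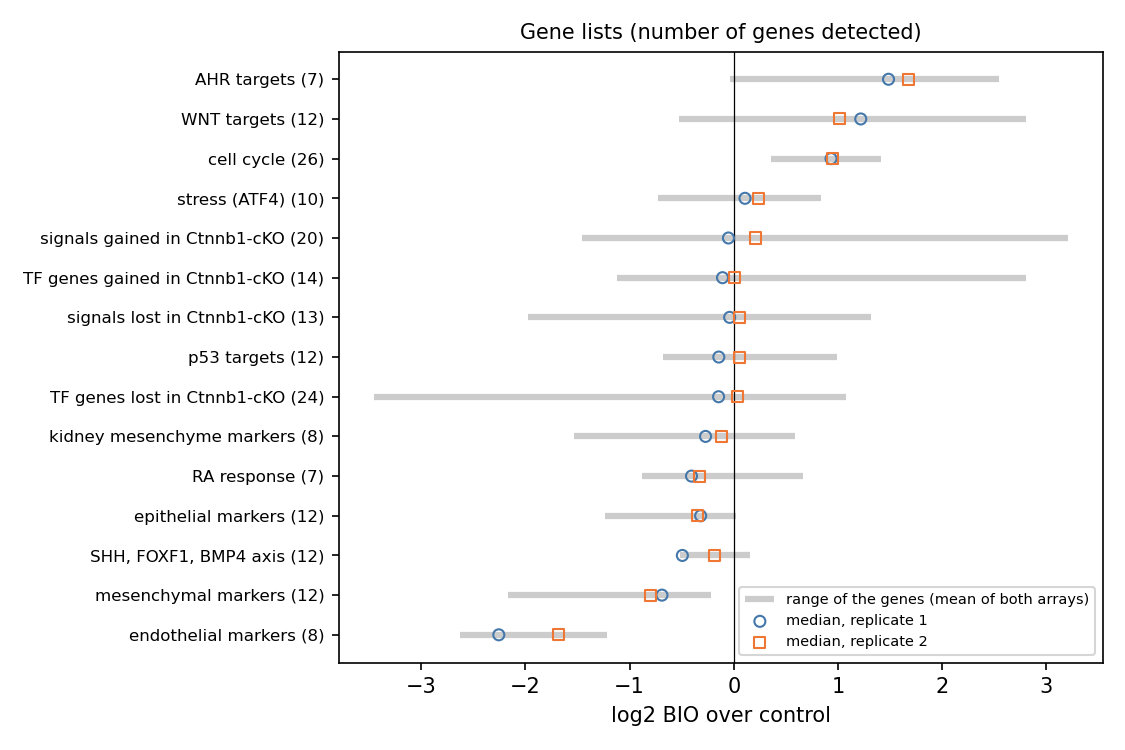
Median log2 ratio of BIO over control (horizontal axis) of 15 gene lists in replicate 1 (circles) and replicate 2 (squares), with gray bars for the range of the genes' mean ratios and the number of genes tested in parentheses. The medians of the AHR, WNT and cell cycle lists lie at 1.58, 1.08 and 0.93 over both arrays and that of the endothelial markers at -2.07.

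Lists that bear on the makeup and the state of the cultures were tested in the same way. Of 12 p53 target genes, 2 rose and 2 fell, or 2 and 3 adjusted over the list alone, with a median of -0.03 and an adjusted p of 0.993. Camera and the median pointed down and the mean was 0.00. Of 10 genes of the integrated stress response, 2 rose and 2 fell by both adjustments, with a median of 0.12 and an adjusted p of 0.544. Of 8 kidney mesenchyme markers, 1 rose and 3 fell by both adjustments, with a median of -0.14 and an adjusted p of 0.260. The 4 Y-chromosomal genes and Xist were not called, with a median of 0.07 for the former and a log2 ratio of 0.22 for the latter. The reference genes Gapdh and Ppia were not called at 0.27 and -0.16. The median of the 2 was 0.06, and it moved to 0.42 with median centering in place of loess.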

Values the study reported

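The study reported that its LiCl and BIO treatments altered 5 of 24 transcription factor genes with lowered expression in Ctnnb1-cKO ureters at E14.5, and it named Trp63, Foxa1 and Pparg among them. For the BIO arrays it pooled 28 or more ureters per sample.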

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

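The number of genes changed by BIO in the limma test, 5154, depended on how the ratios were made. With the processed signals it was 1923 (797 risen, 1126 fallen), of which 1913 were among the 5154. With median centering in place of loess it was 2766 (827 risen, 1939 fallen), 2663 of them shared. With the deposited score table it was 3248, of which 1929 rose and 1319 fell, so that the majority turned from falls to rises, and only 1038 were shared. The rounding of that table gave 5739 probes, 19.9% of those tested, an identical value on both arrays, which leaves a variance of 0 between arrays. Its tests are therefore a poor guide. The processed signals gave 201 tested probes an identical ratio on both arrays. At an unadjusted p below 0.05 (limma) they gave 7335 genes, against 7919 in the main analysis. The limma adjusted p of Fabp4 was 0.0354 with the processed signals and 4.46e-83 with median centering, at similar ratios of -4.33 and -4.30. The counts of these alternatives may thus follow the variance estimate more than the ratios. The other alternatives for genes gave between 4490 and 5697, and counting probes gave 6696.

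The number of transcription factor genes lost in Ctnnb1-cKO ureters that fell with BIO, 7, was 3 with the processed signals, 4 with median centering and 2 with the score table. It was 5 with an offset of 16, 6 without the filter on dim probes, and 7 with the others. Adjusted over the list alone it was 7 with the processed signals, 5 with median centering, 2 with the score table and 8 with the mean of all kept probes of a gene. The 3 genes at least 2-fold lower by the intensity and fold-change rule were also 3 on each array alone.

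The 665 genes of the intensity and fold-change rule became 1775 with a minimum of 1.5-fold and 195 with 3-fold. Without replicate 1 there were 890 and without replicate 2 there were 1041. The other alternatives gave between 545 and 833. Leaving out the centering changed nothing and so tests nothing.

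The median of the WNT target genes stayed between 1.08 and 1.13 and was 1.02 without replicate 1 and 1.22 without replicate 2. The number of these genes called as risen was 3 with the score table and 9 with the processed signals. The correlation between arrays stayed between 0.713 and 0.805. With fry in place of camera 1 of the 6 list calls remained, that of the cell cycle list, and with the processed signals 6 lists were called. The 2 arrays leave fry 1 residual degree of freedom, so a list that fry did not call is not shown to be unchanged. Camera at the preset correlation of 0.01 takes the genes of a list as nearly independent, so its p values may be too small. How far each accounts for the difference was not tested. On single arrays the median of the lost transcription factor genes changed its sign, from -0.15 to 0.03. Single calls were followed for 74 genes over the 7 alternatives run for them that have a test. In these, 0 calls were reversed in direction, 64 were lost, 38 of them with the score table, and 2 were gained. A lost call means an adjusted p no longer below 0.05 and not a smaller ratio. With the score table Cdkn2b lost its call at a log2 ratio of 3.32, against 2.68 in the main analysis.

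The main analysis is itself paired, since each ratio sets BIO against control within 1 array, so no further paired analysis was run. An analysis of separate channels with the dye as a covariate could not be fitted, since both ratios of a probe are then used up. The same analysis without the dye was chosen after the data had been seen and gave 4832 genes.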

Other observations

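The tests of the further endothelial markers, of the markers of minor cell types, of S phase and G2/M genes, of Foxf1 and Sox9 and of the Trp63 probes were chosen after the results were seen. The others were set beforehand. For 4 explanations the verdict below departs from the outcome set for it, and this is said where it applies.

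The first pattern is the set of 665 genes past the intensity and fold-change rule. A dye bias of single genes would let genes pass with the sign of the swapped array left unturned, and 0 did. A different share of male embryos in the pools is argued against by the Y-chromosomal genes, with a median of 0.0707, and by Xist at 0.22, none of which was called. Kidney tissue left on some ureters would move kidney mesenchyme markers in one direction. They ranged from -1.54 for Meox1 to 0.5833 for Wt1, with Cited1 at 0.01. With BIO, the probe of Meox1 was well above background on 1 of the 2 arrays only, so the size of its fall is uncertain. Foxd1 at -0.60 and Crym at -0.54 were also called as fallen, and Wt1 was the only marker called as risen. Wt1 stood at 0.18 and 0.98 on the 2 arrays, and its limma adjusted p of 0.0471 lay close to the threshold. It is also in the list of transcription factor genes gained in Ctnnb1-cKO ureters. The argument against kidney tissue is therefore weak. Both channels held RNA of NMRI embryos, and variants under single probes were not tested. Whether BIO acts through GSK3 alone was not tested.

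AHR target genes rose, with a median of 1.5788 over 7 genes and 4 genes called. This is what activation of the aryl hydrocarbon receptor by BIO, an indirubin, would give, in a test set beforehand. The rise rests on Cyp1a1, Cyp1b1, Ahrr and Tiparp, while Nqo1, Aldh3a1 and Ugt1a6a were not called, and fry did not call the list. A part of the changed genes may thus follow the receptor and not WNT signaling. Which genes these are was not tested, and the LiCl samples were not analyzed here.

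The endothelial markers fell most. A further list of 20 endothelial markers, none of them in the first, had a median of -1.7905, and 19 of the 20 fell, 15 of them at least 2-fold on both arrays. A lower share of endothelial cells in the BIO pools is therefore a candidate explanation. The abundant Kdr fell from signals of 8961 and 10720 in control to 1075 and 2276 with BIO. A lower expression in the same number of cells would look alike and stays open. A loss of all minor cell types could not be separated from this. Macrophage and leukocyte markers had a median of -0.448, red blood cell markers of -0.37 and neural markers of -0.31. The outcome set for this explanation, a fall of all 3 lists, was met, and camera called all 3 as fallen (adjusted p 0.000181, 0.00200 and 0.0302). Fry called none of the 3, and neither did it call the endothelial lists. The question is left open only because the falls were much smaller than that of the endothelial markers.

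Of 6 epithelial transcription factor genes, 3 fell and 2 rose, with a median of -0.79. A lower share of epithelial cells as the whole cause is argued against by the general epithelial markers, whose median was -0.2441 and of which Epcam stood at 0.02. Camera did call these markers as fallen (adjusted p 0.00274), and 5 of the 12 fell, so a small drop of the share is not excluded. Krt19 and Cdh1 fell by more than 1, Krt8 by 0.91 and Krt18 by 0.89, so a change of state in the epithelial cells stays possible. Of 17 mesenchymal ones, 4 fell and 4 rose, with a median of -0.14, and for these neither outcome set beforehand occurred. The mesenchymal markers were to fall about as much as these genes or much less, but with -0.7582 they fell more. The verdict against a lower mesenchymal share as the whole cause rests instead on evidence picked afterwards. A lower share would have raised the markers of the other cell types alike, whereas epithelial and endothelial markers fell, by different amounts. A lower share together with other changes stays open. Of the 12 mesenchymal markers 1, Tbx18, is also in another list.

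Cell cycle genes rose, with a median of 0.9312 on a list without overlap with others. By the outcome set beforehand this counts against slower cycling under BIO, but RNA levels do not measure the speed of the cycle. Cdkn2b and Cdkn1a, which code for inhibitors of the cycle, also rose, by 2.68 and 0.99. Ccne1 rose least of the list, by 0.35, and was not called, so slower cycling is not excluded. Accumulation in G2 and M phase alone is argued against by 33 further genes of S phase, with a median of 0.7339, beside 1.00 for 33 further G2/M genes. Camera called both lists as risen (adjusted p 1.81e-17 and 4.79e-24). Fry called the G2/M list (adjusted p 0.00607) but not the S phase list (0.132), so the argument rests on camera and on the 28 S phase genes called as risen. Whether more cells cycled was not tested apart from these genes.

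A p53 response to BIO and an integrated stress response to BIO cannot be told apart from their absence. Of the p53 targets 2 rose (Cdkn1a and Pmaip1) and 2 fell, and of the stress genes 2 rose (Psat1 and Slc7a11) and 2 fell. Neither list was called, which by the outcome set beforehand would have counted against both explanations. The verdict was changed to open after the results were seen, because a median near 0 over genes that go both ways decides nothing.

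By the intensity and fold-change rule, 3 of the lost transcription factor genes were lower with BIO here and 2, Lef1 and Grhl3, were higher. The study's text words the value quoted above as genes affected, while its figure legend describes an overlap of genes with reduced expression. That value also covers LiCl, so neither count made here is a like comparison with it. Foxa1 and Pparg are among the 3 that were lower. Trp63 is not, since its brightest probe did not change. Its other probes had negative log2 ratios on both arrays, but for 1 of them the processed signals do not bear out a fall. The probe with the largest fall, -1.978, passes the rule, so the 3 depends on the choice of the brightest probe for each gene. Unequal change of the transcripts the probes read may account for this, but the falling probes are dim, and a failure of single probes cannot be told apart from it.

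Foxf1 and Sox9 had opposite signs on the 2 arrays. All 3 of their tested probes were lower in red on both, as a gene-specific dye bias would give, but 2 arrays cannot tell this from differences between pools.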
